# Obinutuzumab (GA101) vs. rituximab significantly enhances cell death, antibody-dependent cytotoxicity and improves overall survival against CD20+ primary mediastinal B-cell lymphoma (PMBL) in a xenograft NOD-scid IL2Rgnull (NSG) mouse model: a potential targeted agent in the treatment of PMBL

**DOI:** 10.18632/oncotarget.27691

**Published:** 2020-08-11

**Authors:** Yaya Chu, Aradhana Awasthi, Sanghoon Lee, Dina Edani, Changhong Yin, Jessica Hochberg, Tishi Shah, Tae-Hoon Chung, Janet Ayello, Carmella van de Ven, Christian Klein, Dean Lee, Mitchell S. Cairo

**Keywords:** Obinutuzumab, rituximab, survival, primary mediastinal large B-cell lymphoma, antibody-dependent cellular cytotoxicity

## Abstract

Primary mediastinal large B-cell lymphoma (PMBL), a distinct mature B-cell lymphoma, expresses CD20 and has recently been successfully treated with the combination of a type I anti-CD20 monoclonal antibody, rituximab, with multiple combination chemotherapy regimens. Obinutuzumab is a glycoengineered type II anti-CD20 monoclonal antibody (mAb), recognizing a unique CD20 extracellular membrane epitope with enhanced antibody dependent cellular cytotoxicity (ADCC) vs rituximab. We hypothesize that obinutuzumab vs rituximab will significantly enhance *in-vitro* and *in-vivo* cytotoxicity against PMBL. PMBL cells were treated with equal dose of obinutuzumab and rituximab for 24 hours (1–100 μg/ml). ADCC were performed with *ex-vivo* expanded natural killer cells at 10:1 E: T ratio. Mice were xenografted with intravenous injections of luciferase expressing Karpas1106P cells and treated every 7 days for 8 weeks. Tumor burden was monitored by IVIS spectrum system. Compared with rituximab, obinutuzumab significantly inhibited PMBL cell proliferation (*p* = 0.01), promoted apoptosis (*p* = 0.05) and enhanced ADCC (*p* = 0.0002) against PMBL. Similarly, in PMBL xenografted NOD scid gamma mice, obinutuzumab significantly enhanced survival than rituximab when treated with equal doses (*p* = 0.05). Taken together our results suggest that obinutuzumab significantly enhanced natural killer cytotoxicity, reduced PMBL proliferation and prolonged the overall survival in humanized PMBL xenografted NOD scid gamma mice.

## INTRODUCTION

Primary mediastinal large B-cell lymphoma (PMBL) is a rare form of non-Hodgkin lymphoma representing < 5% of mature B-cell NHL (B-NHL) [1, 2]. The immunophenotypic features and molecular characteristics distinguish PMBL from other types of aggressive B-NHL and large B cell lymphoma [3, 4]. PMBL shares one third of its genes with Hodgkin lymphoma [3]. PMBL is classified as midway in the biologic spectrum between diffuse large B-cell lymphoma (DLBCL) and classical Hodgkin lymphoma [3] with overexpression of genes in signaling pathways of NF-kB and Janus kinase (JAK)/signal transducer and transcription (STAT), high expression of CD20, downregulation of major histocompatibility class I and II molecules and overexpression of programmed death ligands [2, 5–9].

Obinutuzumab is a glycoengineered humanized monoclonal antibody (mAb) recognizing a unique CD20 type II epitope [10] with significant antibody dependent cellular cytotoxicity (ADCC) enhanced as compared to rituximab *in-vitro* and *in-vivo* [11–14]. The anti-tumor effects of obinutuzumab alone or in combination with other agents were further investigated in clinical trials. The safety and efficacy of obinutuzumab was compared with rituximab in relapsed indolent lymphoma in the randomized phase II trial (GAUSS) (NCT00576758) [15]. Among patients with follicular lymphoma (FL), obinutuzumab demonstrated a higher overall response rate than rituximab (44.6% v 33.3%; *P* = .08) but with no difference in progression-free survival (PFS) between the two arms [15]. The phase III GALLIUM trial (NCT01332968) and GADOLIN trial (NCT01059630) were conducted to treat previously untreated FL patients or patients with rituximab-refractory indolent non-Hodgkin lymphoma utilizing obinutuzumab combined with chemotherapy [16, 17]. Obinutuzumab-based therapy significantly reduced the risk of progression or death and prolonged overall survival (OS) as compared to rituximab-based therapy or chemotherapy [16, 17]. Obinutuzumab plus chlorambucil prolonged the OS or PFS and resulted in higher rates of complete response in patients with chronic lymphocytic leukemia (CLL) or coexisting conditions as compared to chlorambucil alone, or rituximab plus chlorambucil, respectively in the CLL11 clinical trial (NCT01010061b) [18]. Furthermore, the phase III iLLUMINATE trial (NCT02264574) demonstrated that obinutuzumab plus Ibrutinib is an efficacious combination therapy for previously untreated patients with CLL or small lymphocytic lymphoma [19]. Based on these exciting results, obinutuzumab in combination with chemotherapy has been approved for the treatment of untreated and rituximab refractory FL [16, 17] and CLL [19]. Unfortunately, the clinical results of obinutuzumab for patients with DLBCL were not promising. Obinutuzumab was not superior to rituximab when combined with chemotherapies in patients with DLBCL shown in the phase III GOYA trial (NCT01287741) and the GAINED trial (NCT01659099) [20–22]. Additionally, the pre-clinical and clinical efficacy of obinutuzumab compared to rituximab in patients with PMBL is currently unknown.

We hypothesize that obinutuzumab would be a superior anti-CD20 antibody in the treatment of PMBL by inducing targeted programmed cell death and enhancing immune cell mediated ADCC compared to rituximab. In this study, we report the *in-vitro* and *in-vivo* efficacy of obinutuzumab against PMBL cell lines and in human PMBL xenografted immunodeficient NOD scid gamma (NSG) mouse model compared to rituximab.

## RESULTS

### Expression of CD20 mRNA and protein in obinutuzumab treated PMBL

CD20 mRNA and protein expression in Karpas-1106P were measured by real time quantitative reverse transcription polymerase chain reaction and immunoblotting prior to any anti-CD20 treatment. Karpas-1106P showed a significant increase in the expression of both CD20 mRNA and protein (Figure 1A and 1B) compared to Burkitt lymphoma (BL) (Raji) and Hodgkin lymphoma (HDLM-2) cell lines.

**Figure 1:**
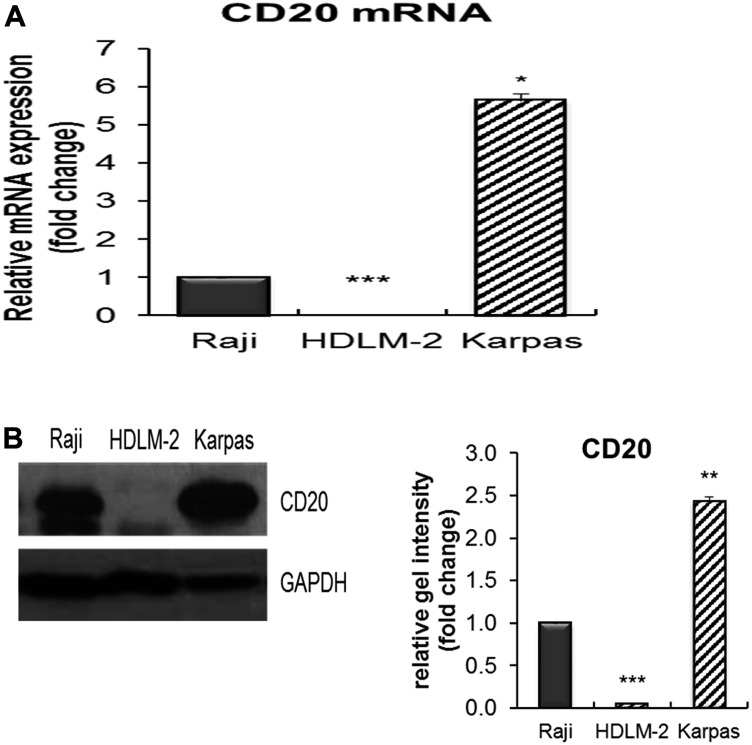
The expression of CD20 mRNA and protein in Karpas-1106 PMBL cells. (**A**) The CD20 mRNA, (**B** left) protein expression and (B right) its band intensity in Karpas-1106P PMBL cell line by qRT-PCR and immunoblotting compared to Raji (BL) and HDLM-2 (HL) cells as controls. Data are represented as the mean ± SD, ^*^ *p* < 0.01; ^**^ *p* < 0.001; ^***^ *p* < 0.00005 (*N* = 3).

### Significant decrease of cell viability in obinutuzumab treated PMBL

Karpas-1106P cells were treated with obinutuzumab, rituximab and IgG-isotype and viable cells were quantified by MTS assay. There was a significant decrease of viable cell number in the obinutuzumab-treated Karpas-1106P compared to control cells at each day regardless of the dose of obinutuzumab from 1–100 μg/ml (Figure 2A). Specifically, we observed significant reduction of viable cells with > 27% (*p* < 0.01), > 34% (*p* < 0.01), > 33% (*p* < 0.001) and > 35% (*p* < 0.01) in 1, 10, 20 and 100 μg/ml obinutuzumab treated Karpas-1106P cells for 24 hours and significantly reduction with > 27% (*p* < 0.001), > 31% (*p* < 0.01), > 37% (*p* < 0.01) and > 40% (*p* < 0.01) at 48 hours, respectively. In addition, we also observed significant reduction of viable Karpas-1106P cells by obinutuzumab at 1 (> 27%, *p* < 0.05), 10 (< 26%, *p* < 0.05), 20 (< 31%, *p* < 0.01), and 100 μg/ml (< 30%, 0.05) for 72 hours treatment compared to controls.

**Figure 2:**
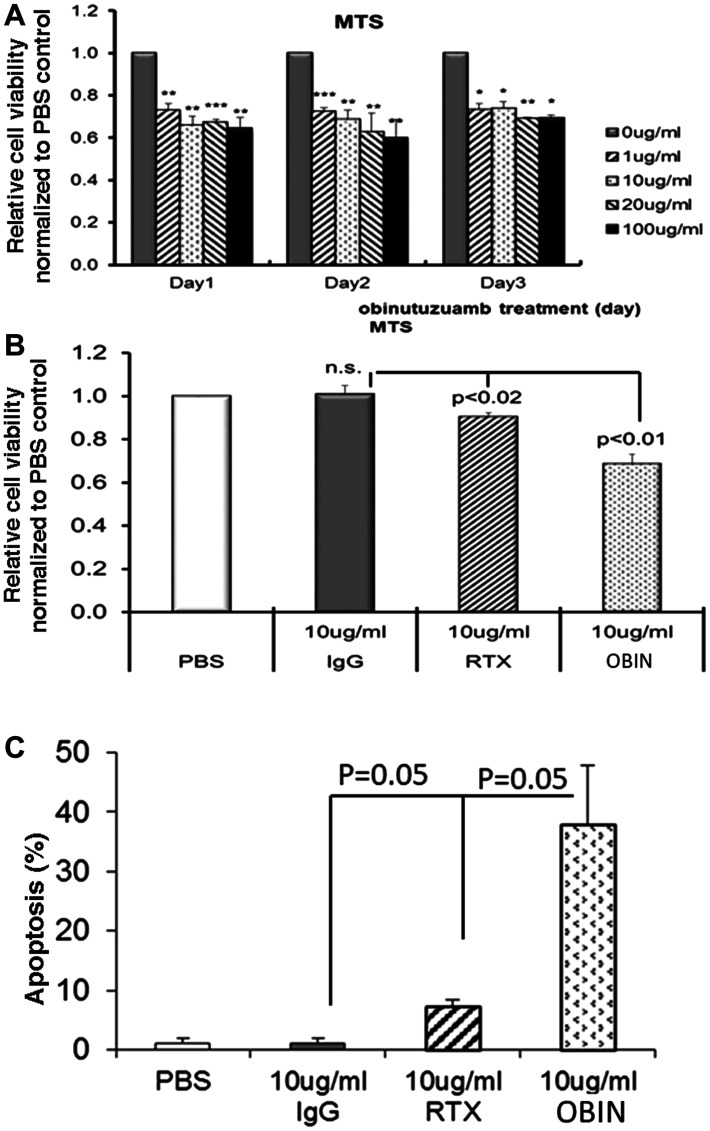
Cell proliferation and apoptosis activity in obinutuzumab treated Karpas-1106P PMBL cells. (**A**) Cells were plated (1 × 10^5^) into 48 well plates and cell proliferation was measured every 48 hours via MTS assay following obinutuzumab treatment (0, 1, 10, 20 and 100 μg/ml) in Karpas-1106P PMBL cells. (**B**) Significant inhibition in cell proliferation in obinutuzumab (*p* < 0.01) and rituximab (*p* < 0.02) treated Karpas-1106P cells compared to PBS control. Data are represented as the mean ± SD, ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001. (**C**) Apoptosis assays were performed by flow cytometric analysis using FITC-Annexin V/PI staining in obinutuzumab (10 ug/ml) treated Karpas-1106P PMBL cells compared to PBS control. Significant increase of apoptosis in obinutuzumab (*p* = 0.05) and rituximab (*p* = 0.05) treated Karpas-1106P cells compared to PBS control. Data are represented as the mean ± SD of triplicates (paired *t* test) (*N* = 3).

We further compared the cell viability of PMBL cells treated with obinutuzumab vs. rituximab. We found that the viability of Karpas-1106P cells was significantly reduced in the samples incubated with Obinutuzumab (10 μg/ml) compared to the samples incubated with rituximab (10 μg/ml) (viability reduction: 29.5% ± 4.60 vs. 4.4% ± 1.29, *p* < 0.01) at 48 hours (Figure 2B).

### Significant increase in obinutuzumab-induced cell death in PMBL

Next, we compared the cell death in PMBL induced by 10 μg/ml obinutuzumab compared to 10 μg/ml rituximab at 48 hours treatment. Cell apoptosis was significantly enhanced after obinutuzumab treatment compared to rituximab at similar dose concentration (37.8% ± 10.096 vs. 7.16% ± 2.969 (*p* < 0.05) (Figure 2C).

### Effect of ADCC by obinutuzumab vs. rituximab in combination with expanded natural killer (NK) cells against PMBL

We observed that obinutuzumab + expanded NK cells had significantly increased ADCC vs. rituximab + expanded NK with same antibody doses (10 μg/ml) against PMBL cells; 73.4 ± 3.4 vs 38.3 ± 9.2% (*p* = 0.0009) at 10:1 and 33.2 ± 11.1% vs. 11.6 ±.3.7% (*p* = 0.004) at E: T ratio 5:1 (*n* = 4) (Figure 3).

**Figure 3:**
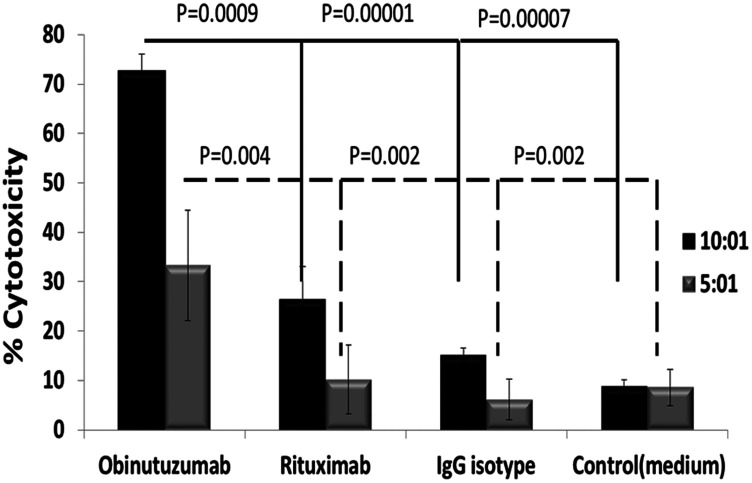
Obinutuzumab is significantly more effective in inducing NK cell mediated ADCC activity compared to rituximab. Karpas-1106P cells were treated with obinutuzumab, rituximab and IgG isotype control (10 μg/ml) and incubated with expanded and activated NK cells for additional 4 hours at 37°C at a 5:1 & 10:1 effector: targets ratio. Cell lysis was determined by manufacturer’s protocol using DELFIA cell cytotoxicity assays. Data shown are mean ± SD (*n* = 4) obinutuzumab vs rituximab, (*p* = 0.0009 and *p* = 0.004).

### Obinutuzumab effects on the STAT6/NF-kB/PI3K/AKT pathway

Constitutive STAT6 activation is identified as a key feature of PMBL from other lymphoma and the NF-κB signaling pathway and the PI3K/AKT pathway are also reported to be activated in PMBL [2, 23]. Based on this known information, we firstly examined if obinutuzumab could potentially inhibit these pathways by decreasing the phosphorylations of some key members of these pathways. Karpas-1106P cells were treated with obinutuzumab (10 μg/ml) for 48 hours and the phosphorylation levels of AKT, STAT6 and IκBα were measured by Western blotting. There was a significant decrease of p-STAT6 (treated vs control: 0.725 ± 0.0065, *p* < 0.05) in the JAK/STAT pathway, p-AKT (treated vs control: 0.69 ± 0.0028, *p* < 0.005) in the PI3K/AKT pathway and p-IκBα (treated vs control: 0.706 ± 0.009, *p* < 0.005) in the NF-κB pathway in obinutuzumab treated Karpas 1106P cells compared to PBS controls (Figure 4A and 4B). There were no significant differences of total STAT6 and AKT proteins between the treated and the controls (treated vs control: 0.978 ± 0.0071, *p* > 0.05; 0.976 ± 0.011, *p* > 0.05; respectively) (Figure 4B). Total IκBα protein level was significantly reduced in obinutuzumab treated Karpas-1106P cells compared to PBS controls (treated vs control: 0.682 ± 0.0066, *p* < 0.005) (Figure 4B).

**Figure 4:**
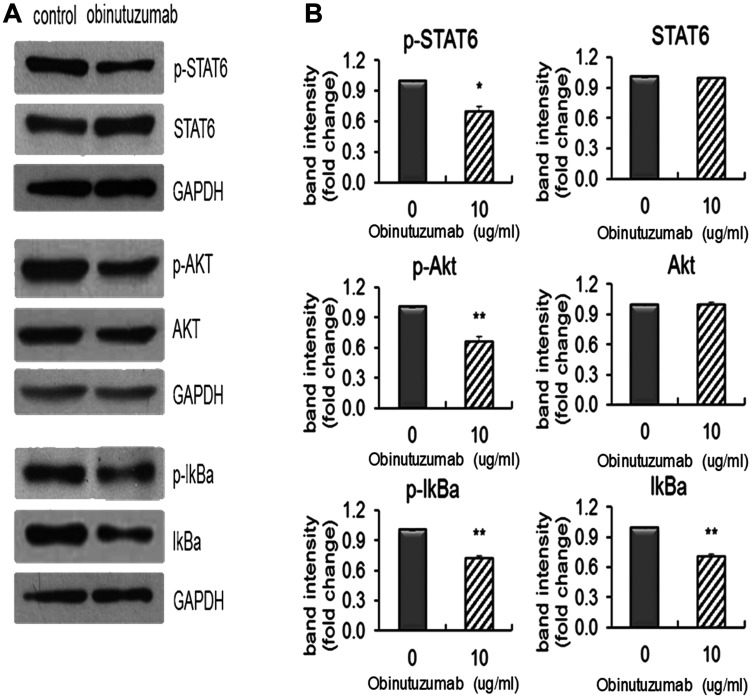
Obinutuzumab effect on the STAT6 and NFkB/PI3K pathways in PMBL cells. Karpas-1106P PMBL cells were treated with or without obinutuzumab (10 μg/ml) for 48 hours and analyzed by (**A**) western blotting, and (**B**) the intensity of the bands was quantified by Image J. Data are represented as the mean ± SD. ^*^ *p* < 0.05; ^**^ *p* < 0.005 (*N* = 3).

### Gene expression changes in obinutuzumab treated PMBL cells

To identify other biological processes affected by obinutuzumab, we investigated gene expression changes in obinutuzumab treated PMBL cells. 

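Karpas-1106P is an established cell line of PMBL, and its RNA was measured on 6 Illumina beadchip arrays, 2 from cells given PBS, 2 from cells given an IgG isotype control and 2 from obinutuzumab treated cells. The sample labels give 10 μg/ml of obinutuzumab for 48 hours, while the paper's text gives no dose or time for the arrays and the labels give none for IgG. The authors deposited the mean bead intensity of each probe on a linear scale without normalization, together with the fraction of negative-control probes that lay below it, from which the detection p of a probe follows. Each array holds 47323 probes, with a median intensity of 57.6 to 61 and a median of 20 to 22 beads per probe. At a detection p under 0.05, 20282 and 19633 probes were detected on the PBS arrays, 19722 and 19457 on the IgG arrays, and 20394 and 20687 on the obinutuzumab arrays. Here the intensities were corrected for background and quantile normalized with limma's neqc, which added an offset of 16 before taking log2. The 21637 probes detected on at least 2 of the 6 arrays were kept, and the brightest probe of each gene was used, which gave 16808 genes, of which 4563 carry only the name in the files. A mean per group was fitted with limma to all 6 arrays, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. The log2 values of the arrays of a group correlated at 0.995 across genes in each of the 3 groups, and their differences had an SD of 0.220 to 0.232. The number of arrays limits the precision. The paper's statistics section speaks in general of 3 independent experiments, and the labels do not say whether the 2 arrays of a group came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical.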

Genomics employing Illumina microarray technology in obinutuzumab treated Karpas-1106P PMBL cells were compared to PBS or IgG isotype control. A total of 65 differentially expressed genes (0.3% of all genes) were identified (>1.5-fold) from 21,381 human genes (Figure 5). 

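In the obinutuzumab treated cells, 139 genes were more than 1.5-fold higher than in both the PBS and the IgG cells, and 56 were more than 1.5-fold lower. The higher genes included NOD2, a sensor of bacterial cell walls, IL2RA, a subunit of the IL2 receptor, and the anti-apoptotic gene BCL2. The lower genes included the chemokine CCL17, the kynurenine pathway enzyme KMO and ID3, an inhibitor of DNA binding by helix-loop-helix transcription factors. These 195 genes were 1.16% of the genes tested, and in each of them both obinutuzumab arrays lay beyond all 4 control arrays. The rule itself makes this likely, since the differences between arrays of a group had an SD of only 0.220 to 0.232. Simulated unchanged groups with the spread of these arrays gave 36.0 genes past the rule on average and at most 53 in 100 draws. The draws vary each gene on its own, so shifts of many genes together between arrays are not in this number. By the test in limma, 56 genes rose and 29 fell against PBS, and 10 rose and 7 fell against IgG. All of the 17 genes called against IgG were also called against PBS, both comparisons sharing the obinutuzumab arrays. The gap between the 2 comparisons depended on the processing, since 352 and 291 genes were called with no background correction. It is not evidence of a difference between the controls. At an unadjusted p under 0.05, 2727 genes differed from PBS and 2463 from IgG, with 840 expected by chance in each comparison. NOD2 differed by almost the same amount from both controls, with a log2 intensity of 6.75 ± 0.026 (SD, n = 2) in the obinutuzumab arrays, 5.51 ± 0.074 in the PBS arrays and 5.51 ± 0.036 in the IgG arrays. IL2RA was at 9.03 ± 0.012 with obinutuzumab, 8.03 ± 0.036 with PBS and 7.91 ± 0.14 with IgG, while a dimmer probe of IL2RA had log2 fold changes of 0.01 and 0.39 against PBS and IgG. When any 1 of the 6 arrays was left out, limma called 0 genes against either control (1901 to 2577 genes at an unadjusted p under 0.05 against PBS and 1723 to 2455 against IgG). The number of genes past 1.5-fold fell to 63 up and 22 down with no background correction and to 64 and 22 with an offset of 50. Against the mean of all 4 control arrays it was 175 up and 89 down. The balance of the genes called also depended on the processing, with 218 up and 134 down against PBS with no background correction, 37 up and 33 down against PBS and 27 up and 27 down against IgG with median scaling, and 153 up and 569 down against PBS with neither background correction nor normalization, a setting chosen after the data were seen.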

Among the 65 filtered genes, 38 genes (58.5%) were up-regulated and 27 (41.5%) genes including ID3 and RAB6B were down-regulated. 

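ID3 and RAB6B, a small GTPase of Golgi transport, were lower in the obinutuzumab treated cells than in both controls. RAB6B passed the test against PBS only, at nearly equal fold changes. The log2 intensity of ID3 was 9.29 ± 0.024 (SD, n = 2) with obinutuzumab, 10.19 ± 0.024 with PBS and 10.19 ± 0.011 with IgG. Its log2 fold change was -0.90 (standard error 0.079) in both comparisons, with an adjusted p = 0.0442 against PBS and 0.0372 against IgG from limma. RAB6B was at 6.84 ± 0.0022 with obinutuzumab, 7.53 ± 0.11 with PBS and 7.55 ± 0.0045 with IgG. Its log2 fold change was -0.69 (standard error 0.089, adjusted p = 0.0477) against PBS and -0.71 (adjusted p = 0.0514) against IgG from limma, so that it passed the 1.5-fold rule in both comparisons and the test in the first. Besides ID3, limma called 6 genes lower against both controls. Among them NDST4, an enzyme of heparan sulfate synthesis, had log2 fold changes of -1.32 and -1.10 against PBS and IgG. MAEL, a germline protein of transposon silencing, had -1.28 in both, and its second probe -1.31 and -1.50. GPR18, a G protein-coupled receptor, had -1.20 against PBS, and ANKRD34B had -0.86 and -0.94 against PBS and IgG. Among the 10 genes that rose against both controls, FOS, a subunit of the transcription factor AP-1, was not detected on any control array and was at least 1.95-fold higher than in PBS and at least 1.91-fold higher than in IgG. BCL2 rose by 0.69 and 0.86 on the log2 scale (adjusted p = 0.0477 and 0.0484 from limma), its second probe had 0.61 and 0.76, and a dimmer probe 0.17 and 0.36. The adjusted p of the genes called against both controls ranged from 0.0233 to 0.0477 against PBS and from 0.0268 to 0.0498 against IgG. None of these calls held when 1 array was left out of the test. They were also lost when that array belonged to the control outside the comparison. The loss therefore need not mean that a call rests on 1 array.

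**Figure D1:**
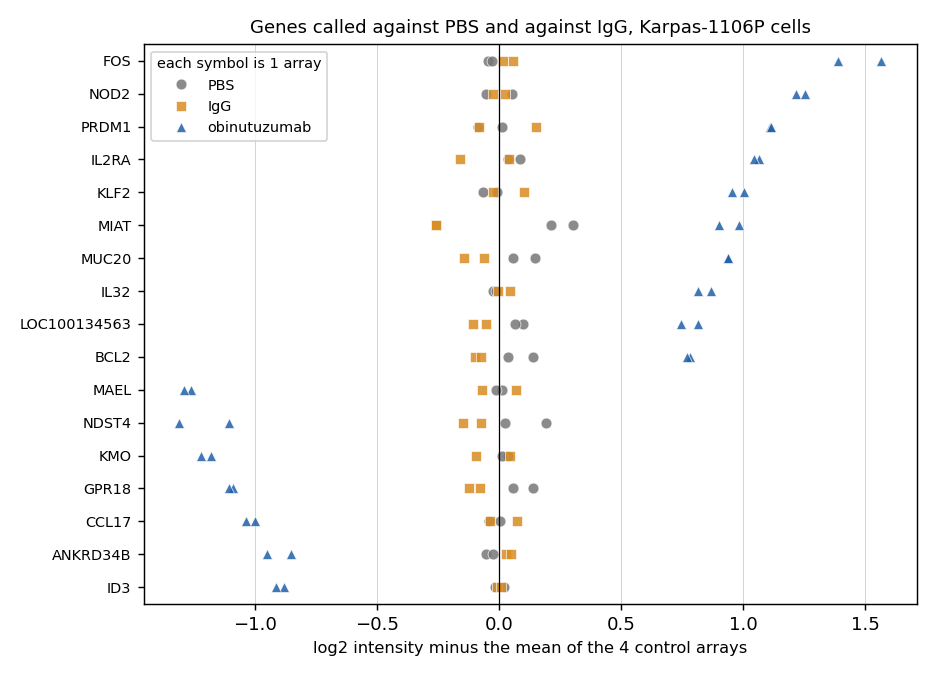
Log2 intensity of each of the 17 genes called against both controls, as the difference from the mean of the 4 control arrays, with 1 symbol per array. Both obinutuzumab arrays lie above the control arrays for the 10 genes that rose and below them for the 7 that fell.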

When we performed gene set enrichment analysis (GSEA) to identify the biological processes affected by the obinutuzumab treatment, we observed 19 gene sets were enriched to the obinutuzumab treatment while 8 were enriched to the IgG treatment (Supplementary Table 1) and 9 were enriched after PBS treatment (Supplementary Table 2), respectively. 

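Genes that cells induce at low oxygen and enzymes of glycolysis were higher on average in the obinutuzumab treated cells than in both controls, as were genes induced by NF-kB. Gene lists were written for this work after Figure 5 and the supplementary tables had been read, so their directions are not independent evidence. The 33 tested genes of the hypoxia response, of which Figure 5 labels 5, had a mean log2 fold change of 0.55 against PBS and 0.55 against IgG. Against PBS 4 of them rose (18 when adjusted over the list alone), and against IgG 21 rose when adjusted over the list alone. P4HA2, a collagen prolyl hydroxylase, had log2 fold changes of 1.26 (adjusted p = 0.0477 from limma) and 1.25 (adjusted p = 0.051 from limma). The glucose transporter SLC2A3 had 0.71 and 0.63, and the repressor BHLHE40 1.14 and 1.01. The hypoxia list was called up by limma's camera with adjusted p = 1.65e-16 against PBS and 2.11e-17 against IgG (adjusted p = 0.238 and 0.224 with an estimated correlation). All 24 genes of glycolysis were higher than in PBS and 23 were higher than in IgG, by a mean of 0.45 and 0.49, and 11 and 18 rose when adjusted over the list alone, 1 of them against PBS also over all genes, and Figure 5 labels 3. The lactate exporter SLC16A3 was 0.91 and 0.92 higher, PFKFB3, which makes an activator of glycolysis, 0.72 and 0.69, and ENO2 0.78 and 0.74. The glycolysis list had adjusted p = 1.89e-11 and 1.45e-13 from camera (adjusted p = 0.257 and 0.239 with an estimated correlation), and fry did not call it (adjusted p = 0.0638 and 0.0537). Of 43 genes induced by NF-kB and TNF, 1 of them labelled in Figure 5, 2 rose against PBS over all genes and 7 against each control when adjusted over the list alone, among them the chemokine CXCL8 with log2 fold changes of 1.26 and 1.21 and the receptor CCR7 with 0.77 and 0.75. This list had adjusted p = 1.51e-05 and 5.64e-05 from camera (adjusted p = 0.119 and 0.107 with an estimated correlation). Over 35 lists, limma's camera with a preset correlation of 0.01 called 13 up and 4 down against PBS, and 13 up and 3 down against IgG. With a correlation estimated for each list it called 0 against either control, while fry called 18 in each comparison and fgsea 19 and 18, and 20 and 17 lists had an unadjusted p under 0.05 with the preset correlation. Against PBS the estimate was 0.402 for the hypoxia list, 0.636 for glycolysis and 0.657 for type I interferon genes, and -0.013 for NF-kB. The list of immediate early genes had an estimate of 0.00995, close to the preset 0.01. Its adjusted p from camera still went from 2.77e-09 to 0.119, and the NF-kB list lost its call too. The size of the estimate alone therefore does not account for all of the lost calls. The means of the hypoxia and glycolysis lists also differed between the IgG arrays, by 0.27 and 0.29.

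**Figure D2:**
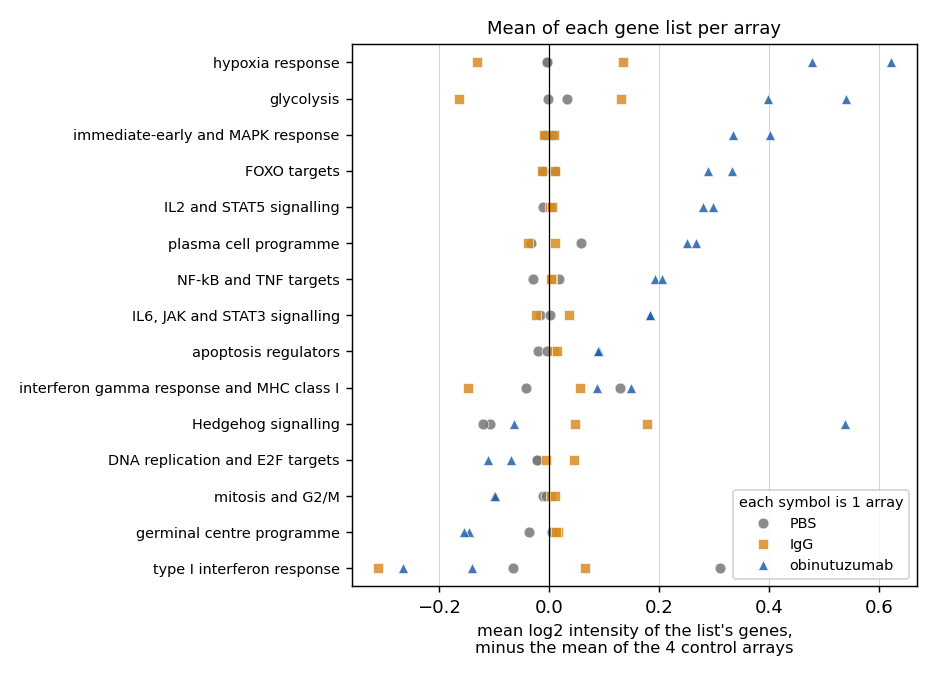
Mean log2 intensity of the genes of each of 15 lists, as the difference from the mean of the 4 control arrays, with 1 symbol per array. The hypoxia list stands at 0.62 and 0.48 in the obinutuzumab arrays, and the type I interferon list differs most between arrays of the same control.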

Gene sets enriched in the obinutuzumab treatment group included IL6-JAK-STAT6 signaling, Hedgehog signaling, interferon gamma signaling, apoptosis and MTORc1 signaling pathways (Supplementary Tables 1 and 2).

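Receptors and kinases that act in IL6, JAK and STAT3 signaling were higher on average in the obinutuzumab treated cells than in both controls. The lists of interferon gamma response and of apoptosis regulators passed the test with a preset correlation against 1 control each and with an estimated correlation against neither, and the lists of Hedgehog signaling and of metabolism linked to mTORC1 against neither. Of 19 tested genes of IL6, JAK and STAT3 signaling, 1 of them labelled in Figure 5, 4 rose against PBS and 5 rose and 1 fell against IgG when adjusted over the list alone. The kinase PIM1 had log2 fold changes of 0.51 (adjusted p = 0.145) and 0.61 (adjusted p = 0.129) against PBS and IgG from limma, and the receptor subunit IL10RA 0.59 and 0.50. The list's mean was 0.19 and 0.18 higher, with adjusted p = 0.00235 and 0.00414 from camera (adjusted p = 0.236 and 0.214 with an estimated correlation). Of 27 tested genes of the interferon gamma response and MHC class I, none of them labelled in Figure 5, the chemokine CXCL10 had log2 fold changes of 1.06 and 1.08, the related CXCL11 -0.48 and -0.57, and the transcription factor IRF1 0.21 and 0.25. CXCL10 alone rose in each comparison when adjusted over the list alone. The list was called up against IgG with adjusted p = 0.00469 from camera (adjusted p = 0.569 with an estimated correlation, and 0.317 by fry) and had adjusted p = 0.421 against PBS. Without the first IgG array its adjusted p against IgG was 0.444, and without the first PBS array the list was called up against PBS at 0.0487. Of 7 tested genes of Hedgehog signaling, whose median level lay at percentile 18.1 of the genes tested, the receptor PTCH1 had log2 fold changes of 0.26 and 0.22 and the transcription factor GLI3 0.35 and 0.25, and the list's mean was 0.35 higher than in PBS (adjusted p = 0.0583 from camera) and 0.12 higher than in IgG (adjusted p = 0.503). Its mean in the obinutuzumab arrays was -0.06 and 0.54 relative to the controls, and without the first of these arrays the list was called up with adjusted p = 0.000322 and 0.00636. With all 6 arrays it was called up against PBS with median scaling (adjusted p = 0.00968) and with no normalization (0.00413), a setting chosen after the data were seen. Of 47 apoptosis regulators, 1 of them labelled in Figure 5, 3 rose against PBS and 2 against IgG when adjusted over the list alone, with adjusted p = 0.0405 and 0.0813 for the list from camera (adjusted p = 0.238 and 0.231 with an estimated correlation). Of 33 genes of the amino acid response and metabolism linked to mTORC1, the transcription factor ATF3 had log2 fold changes of 0.46 and 0.47 and the mTORC1 inhibitor DDIT4 0.29 and 0.37, and the list's mean was 0.06 and 0.05 higher (adjusted p = 0.282 and 0.265 from camera). From the enrichment of its gene sets, the paper names these pathways among the processes affected by obinutuzumab. Its discussion describes genes of apoptosis as upregulated and genes of the cell cycle as downregulated, with a reason it calls not well understood. Apart from the arrays, the paper measured apoptosis by flow cytometry with Annexin V and propidium iodide. It reports significantly more apoptosis with obinutuzumab than with PBS or rituximab. The gene lists do not test that measurement.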

**Figure 5:**
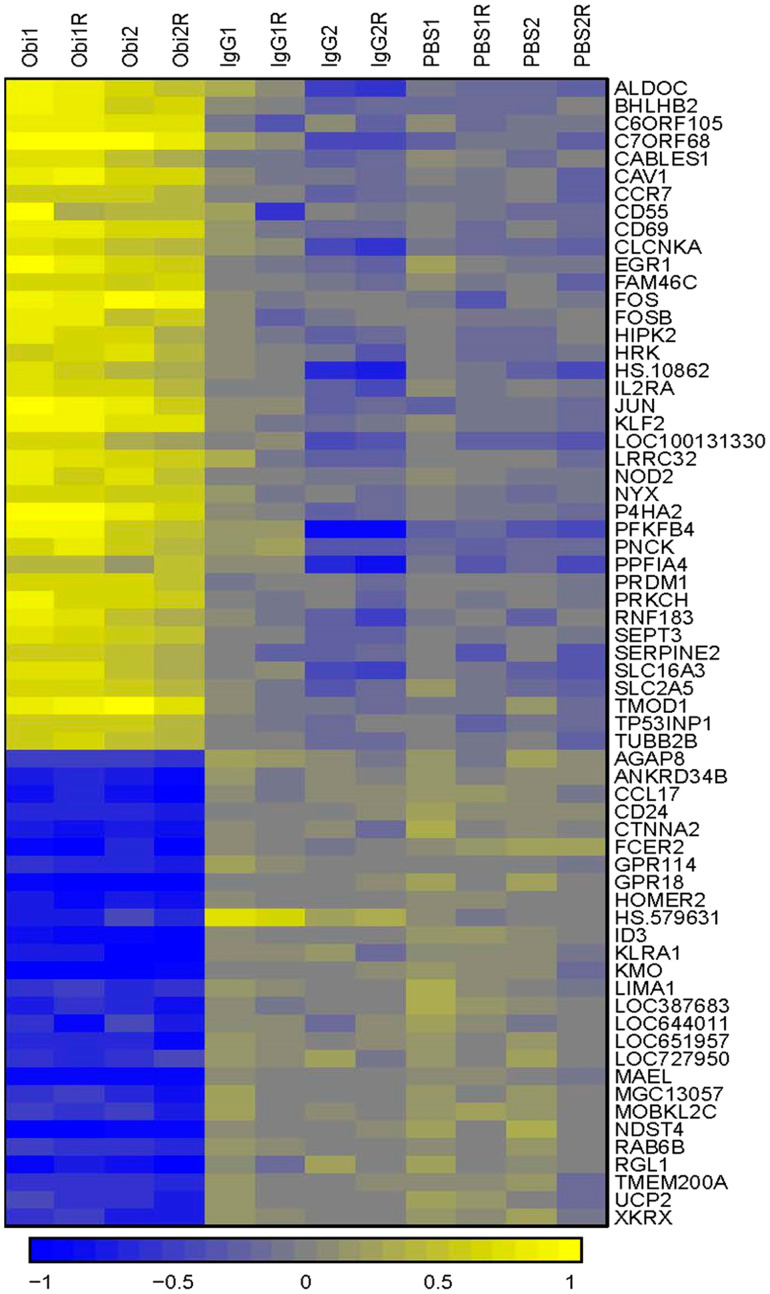
Hierarchical clustering comparing gene expression patterns between obinutuzumab and human IgG or PBS treated cells. A total of 65 differentially expressed genes were identified by gene expression profiling (> 1.5-fold) in obinutuzumab treated Karpas-1106P PMBL cells compared to PBS and IgG controls. Yellow represents increase expression and blue decreased expression, according to the scale. (*N* = 3).

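The labels of Figure 5 include EGR1, FOSB and JUN, transcription factors of the immediate early response, and HILPDA, ALDOC and PFKFB4, genes of lipid storage and sugar metabolism that low oxygen induces. They also include FCER2 (CD23), a receptor of mature B cells that STAT6 induces. FCER2 had log2 fold changes of -1.46 and -1.28 against PBS and IgG. Of the other genes, named after their values were seen, HILPDA had 1.74 and 1.58, EGR1 1.12 and 1.20, and JUN 1.29 and 1.12. All 38 genes labelled as higher were more than 1.5-fold higher in both comparisons, and limma called 24 of them against PBS and 5 against IgG. Many labels lay close to the threshold in both comparisons, as P4HA2 did with adjusted p = 0.0477 and 0.051 from limma. All 27 genes labelled as lower were lower in both comparisons, 23 of them by more than 1.5-fold, and limma called 18 against PBS and 7 against IgG. The other 4 included CD24, a surface protein of B cells, with -0.65 and -0.58, and, named after their values were seen, HS.579631 with -0.46 and -1.03 and the mitochondrial carrier UCP2 with -0.48 and -0.52. CD24 passed 1.5-fold in both comparisons under 5 of 18 alternative settings and HS.579631 under 2. Some of these settings cannot change a ratio of group means. Of the genes past 1.5-fold in both comparisons, 61 are labelled in Figure 5.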

### Effect of obinutuzumab on survival in human PMBL xenografted NSG mice

We observed that obinutuzumab (30 mg/kg) treated Karpas-1106P PMBL cells xenografted NSG mice had significantly increased prolonged survival time with a median of 200 days compared to rituximab (143.5 days, *p* = 0.05), control (80 days, *p* = 0.003) and hu-IgG (91 days) (Figure 6A). The obinutuzumab treated group significantly reduced tumor burden compared to rituximab treated group (day 63, *p* = 0.03) (Figure 6B).

**Figure 6:**
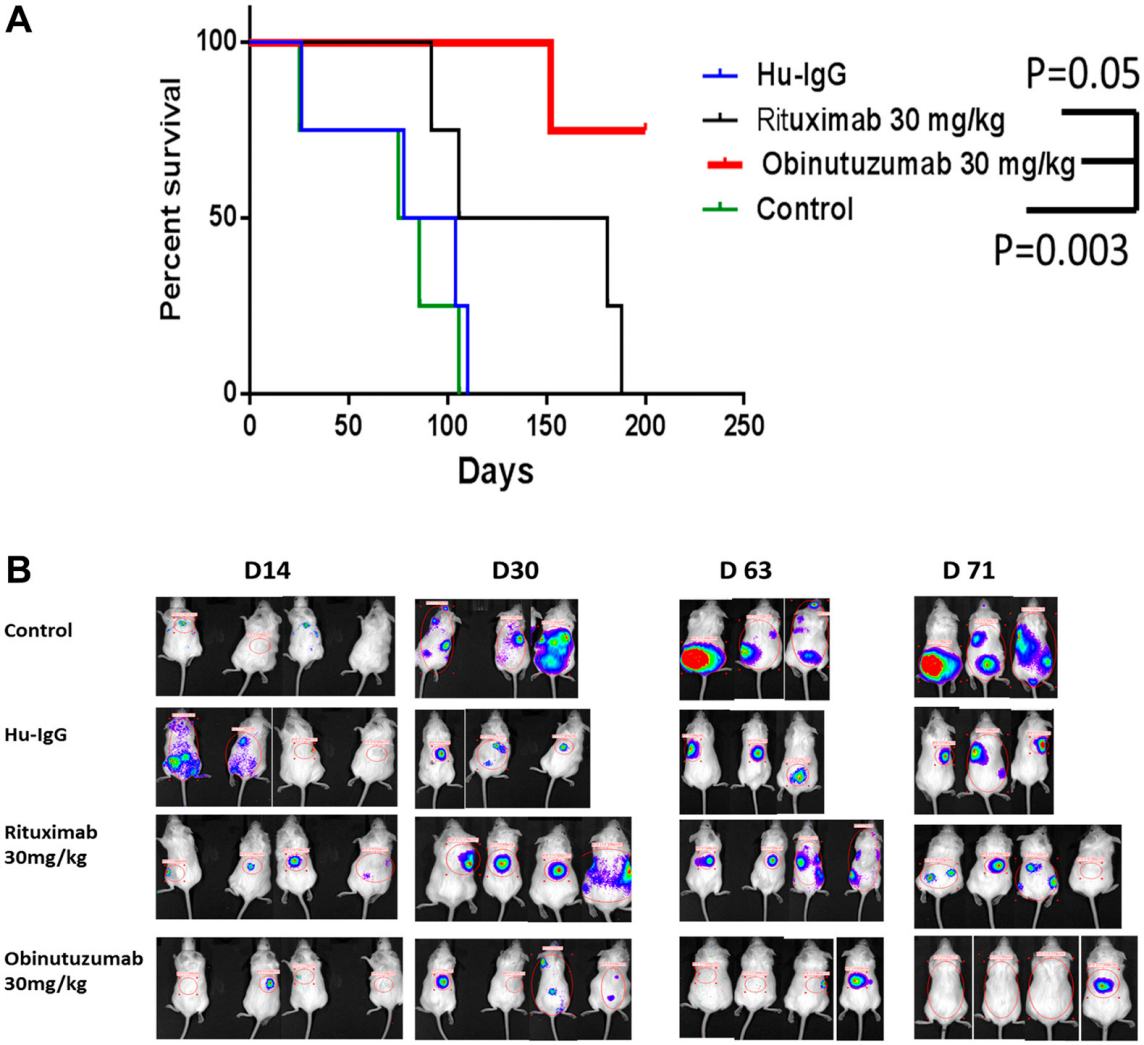
Effect of Obinutuzumab vs. Rituximab in PMBL NSG xenograft *in-vivo*. NSG mice were injected intravenously with human Karpas-1106P Luc+. Survival rates were analyzed following PBS, IgG, obinutuzumab, or rituximab treatment (30 mg/kg) once a week till 8 weeks. (**A**) The Karpas1106p-Luc xenografted NSG mice were observed until day 250. The Kaplan–Meier survival curves were generated following therapy initiation until mice death or mice sacrifice. Comparison of survival between groups is shown. Obinutuzumab significantly extended the survival of Karpas1106p-Luc mice compared to the group treated with rituximab (*p* < 0.05) or with PBS/IgG (*p* < 0.003). (**B**) Representative bioluminescence imaging of Karpas1106p-Luc xenografted NSG mice are shown at day 14, day 30, day 63 and day 71 after implantation of Karpas1106p-Luc cells in different treatment groups.

## DISCUSSION

We have demonstrated significant *in-vivo* and *in-vitro* effects of obinutuzumab against PMBL. Specifically, we describe superior efficacy of obinutuzumab vs. rituximab (10 μg/ml) against Karpas 1106-P PMBL cells, including significantly decreased cell viability, increased cell death and enhanced ADCC. In addition, PMBL xenografted NSG mice treated with obinutuzumab showed a significant increase in survival compared with rituximab.

Obinutuzumab has been reported to have increased cytotoxicity causing B-cell depletion with greater activity against CD20+ tumor cells resulting in improved overall survival [11, 24]. Treatment in adults with relapsed indolent CD20+ B-NHL has demonstrated a higher overall response rate compared to rituximab [15]. As mentioned earlier, studies of obinutuzumab vs rituximab in patients with newly diagnosed or aggressive DLBCL in the upfront setting have not shown the same survival advantage [21, 22]. The reasons for the lack of advantage with obinutuzumab in DLBCL were unclear. This could be the result of differences in biologic and clinical profiles as well as differences in the immune microenvironment [22].

In contrast to the Type I anti-CD20 antibody rituximab, the tumor-killing mechanisms of obinutuzumab are reported to associate with enhanced direct cell death and ADCC, but reduced CDC [25]. Treatment of Karpas-1106P PMBL cells with obinutuzumab showed significant decreased cell viability irrespective of administered dose (Figure 2). This report is also consistent with increased cell death by increased ADCC in BL and pre B-cell acute lymphoblastic leukemia cell lines [11], and by increased activation of polymorphonuclear neutrophils resulting in increase in phagocytosis in chronic lymphocytic lymphoma cell lines [26]. Consistently with previous reports that obinutuzumab induced superior ADCC with effector cells using peripheral blood mononuclear cells [24], we found that obinutuzumab significantly enhanced ADCC mediated by *ex vivo* expanded NK cells (Figure 3). Constitutive activation of STAT6 pathway in PMBL has been previously reported by other investigators [27]. Differential regulation of AKT phosphorylation by obinutuzumab has also been reported in a 3D NHL model [28, 29]. STAT6, NF-κB and PI3K/AKT pathways were reported to be activated in PMBL [2, 23]. Our group recently demonstrated the difference in differential phosphorylation of 978 unique phosphoproteins between rituximab sensitive and resistant BL cell lines after obinutuzumab vs. rituximab treatments [12]. In this study, we found that obinutuzumab significantly reduces the phosphorylations of STAT6, AKT and IκBα in PMBL compared to controls (Figure 4). The treatment of a PMBL cell line with obinutuzumab differentially phosphorylated the PI3K/AKT pathway. This, in turn, affected phospho- IκBα and phospho-STAT6 signaling and NF-kB, JAK/STAT signaling pathways. Our results indicate that obinutuzumab inhibits PMBL proliferation partially by reducing the activation of the PI3K/AKT, NF-kB, JAK/STAT pathways.

Obinutuzumab enhances ADCC through several mechanisms. The prominent one is involved in enhancing the binding affinity to the FcγRIII receptor on immune effector cells such as NK cells through the post-translational glycoengineering [25, 30]. The second mechanism is that obinutuzumab overcomes the inhibition from inhibitory killer cell Ig-like receptors (KIRs) on NK cells [31]. Another mechanism is related to CD32B mediated internalization. CD32B is the inhibitor Fcγ receptor IIB (FcγRIIB) with low-affinity for IgG [32]. It promotes rituximab internalization from B cells and abrogates ADCC, which contributes to rituximab resistance and is correlated with poor clinical responsiveness [33, 34]. Obinutuzumab was found to be less sensitive to the internalization, partially due to their ineffectiveness to redistribute CD20 into lipid rafts [35] and less ability to interact with and activate CD32B [36]. Obinutuzumab significantly enhanced expanded NK mediated ADCC than rituximab (Figure 3) possibly through all of the mechanisms.

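The genes that changed included KLF2, a transcription factor of lymphocyte quiescence, and PRDM1, the transcription factor that drives plasma cell differentiation, which rose against both controls. KLF2 was at a log2 intensity of 9.12 ± 0.034 (SD, n = 2) in the obinutuzumab treated cells, 8.10 ± 0.042 with PBS and 8.17 ± 0.089 with IgG, and PRDM1 at 9.16 ± 0.0023, 8.01 ± 0.070 and 8.09 ± 0.17. The log2 fold changes of 3 dimmer probes of PRDM1 were 0.18, -0.12 and 0.47 against PBS and 0.68, 0.15 and 0.27 against IgG, and with the mean of its probes PRDM1 had 0.42 and 0.54 and was not called. KMO was at 7.21 ± 0.029 with obinutuzumab, 8.43 ± 0.016 with PBS and 8.38 ± 0.098 with IgG, and CCL17, a chemokine gene that STAT6 induces, at 7.18 ± 0.026, 8.18 ± 0.033 and 8.22 ± 0.078. CCL17 had an adjusted p = 0.0442 against PBS and 0.0344 against IgG from limma. The genes called by limma were 0.506% of the genes tested against PBS and 0.101% against IgG, while 2.10% and 1.93% passed 1.5-fold. In 2536 genes (15.1%) both obinutuzumab arrays lay above all 4 control arrays and in 2464 (14.7%) below, where chance gives 6.67% on either side. In simulated data of this design, limma called 29.2% of genes changed by 1.5-fold and 63.9% of genes changed by 2-fold against PBS, and 92.1% of those changed by 4-fold.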

Gene expression analysis uncovered very small number of genes (0.3%) exhibiting differential expression between obinutuzumab treated and control treated cell lines. GSEA clearly revealed the upregulation of genes related to apoptosis and mitogen-activated protein kinase signaling pathway and protracted downregulation of genes related to cell cycle and cell proliferation including ID3 and RAB6B though the reason for this is not well understood [28, 37, 38].

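Genes of the immediate early and MAPK response were higher on average in the obinutuzumab treated cells than in both controls, and genes of DNA replication and of mitosis were lower. Of 36 tested genes of the immediate early and MAPK response, 6 of them labelled in Figure 5, 7 rose against PBS and 2 against IgG (19 rose and 2 fell, and 20 rose and 1 fell, when adjusted over the list alone). KLF6, a transcription factor, had log2 fold changes of 0.86 (adjusted p = 0.0477) and 0.71 (adjusted p = 0.051) against PBS and IgG from limma, and CD69, an early marker of lymphocyte activation, 0.99 and 0.87. The list's mean was 0.37 higher in both comparisons, with adjusted p = 2.77e-09 and 1.73e-10 from limma's camera (adjusted p = 0.119 and 0.107 with an estimated correlation). Among the apoptosis regulators, BCL2 and the pro-apoptotic HRK rose against PBS, and BCL2 against IgG. HRK had log2 fold changes of 1.05 and 0.88, and the stress gene GADD45B 0.38 and 0.33. The dim probe used for the initiator caspase CASP8 had 0.64 and 0.12, and its other probe 0.12 and 0.21. The call of this list against PBS ended with median scaling (adjusted p = 0.117), without either PBS array (0.0691 and 0.061), with the replicate number as a block (0.0526) without the genes labelled in Figure 5 (0.073), with an estimated correlation and with no normalization (0.0649), and the list was called against IgG in 4 of 20 alternatives. Of 61 genes of mitosis, 50 were lower than in PBS and 53 lower than in IgG, with a mean log2 fold change of -0.09 and -0.11. CCNB1, the cyclin of entry into mitosis, had log2 fold changes of -0.41 (adjusted p = 0.128) and -0.53 (adjusted p = 0.0923) from limma, and the mitotic kinesin KIF15 -0.39 and -0.41. The mitosis list had adjusted p = 0.00163 and 0.000103 from camera (adjusted p = 0.153 and 0.107 with an estimated correlation). Of 56 genes of DNA replication and E2F targets, 42 were lower than in PBS and 49 lower than in IgG, among them the thymidine kinase TK1 with -0.33 and -0.30 and UHRF1, which maintains DNA methylation, with -0.20 and -0.29. This list had adjusted p = 0.0203 and 5.64e-05 from camera (adjusted p = 0.273 and 0.214 with an estimated correlation), and its call against PBS ended without the second PBS array (0.052), without the second obinutuzumab array (0.181) and by fry (0.0919). No gene of these last 2 lists is labelled in Figure 5.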

We demonstrated that obinutuzumab showed improved survival and inhibition of tumor progression in PMBL xenografted NSG mice. This data is consistent with superior activity of obinutuzumab in other B-cell lymphoma xenografts when used alone or in combination with other agents [1, 39–43].

In conclusion, this study reveals that using obinutuzumab as a single agent is significantly more effective in PMBL cells both *in-vitro* and *in-vivo* utilizing PMBL xenografted NSG mice compared to equal doses of rituximab. This novel anti-CD20 type II antibody should be considered as an alternative treatment for PMBL utilizing chemoimmunotherapy regimens.

## MATERIALS AND METHODS

### Reagents and antibodies

PMBL Karpas-1106P cells (DSMZ, Germany) were cultured in RPMI 1640 with 20% FBS [24]. Obinutuzumab was generously provided by Hoffman LaRoche (Basel, Switzerland). Antibodies specific for phospho-protein kinase B, phospho-IκBα, phosphor-Stat6, AKT, IκBα and Stat6, were purchased from Cell Signaling Technology (Cambridge, MA & Santa Cruz, CA, USA).

### MTS assay

Karpas-1106P cells (5.0 × 10^5^) were treated with obinutuzumab at increasing dose concentrations (0, 1, 10, 20 and 100 μg/ml) for three days. Cell viability was measured by CellTiter 96 AQueous one solution cell proliferation assay (Pormega, Madison, WI, USA) [44] and measured by a multifilter plate reader (Molecular Device, CA, USA) at OD490. The obinutuzumab dose of 10 μg/ml was then compared to equal dosing of rituximab (10 μg/ml).

### Immunoblotting

Whole-cell extracts were resolved on sodium dodecyl sulfate polyacrylamide gel electrophoresis, transferred to nitrocellulose membrane, probed with appropriate antibodies and blocked in 5% milk for 1 hour, subsequently incubated with primary antibodies at 4°C for overnight and developed using Enhanced Chemiluminescence Reagent (GE Healthcare Bio-Sciences, Piscataway, NJ, USA) [44]. Band intensities on sodium dodecyl sulfate polyacrylamide gel electrophoresis were measured using ImageJ software.

### Quantitative reverse-transcription polymerase chain reaction

Total RNA was prepared using Trizol reagent (Invitrogen) according to the manufacturer’s manual. The cDNA was then synthesized using qScript™ cDNA Synthesis Kit (Quantas). Relative quantification (ddCt) of mRNA expression was determined by normalizing to the housekeeping gene (GAPDH).

### Cell apoptosis assays

Cell death was assayed by flow cytometric analysis (Beckman Coulter, Brea, CA, USA) of Annexin V, and propidium iodide (BD Biosciences, San Jose, CA, USA). 3 × 10^5^ cells were either untreated (control) or treated with 10 μg/ml of obinutuzumab, rituximab or human-immunoglobulin G for 24 to 72 hours. Annexin V/PI staining was performed according to the manufacturer instructions.

### NK cell isolation and expansion

Peripheral blood was obtained from normal healthy adult donors after informed consent from the New York Blood Center and mononuclear cells were isolated by Ficoll-Paque (Amersham Biosciences, Piscataway, NJ, USA) density gradient separation as we have previously described [45].

NK cells were expanded in tissue culture plates with K562-mbIL15-41BBL in RPMI 10 IU/ml of IL-2 (R&D Systems, Inc., Minneapolis, MN, USA) and 10% FCS at 37°C with 5% CO2 as we have previously described [11, 46].

### Antibody dependent cell mediated cytotoxicity assay

ADCC was determined using DELFIA EuTDA cytotoxicity assay as we have previously described [45]. 1 × 10^6^ target cells were labeled with BATDA labeling ligand for 30 minutes. Tumor target cells were washed and incubated with 10 μg/ml obinutuzumab, rituximab or polyclonal IgG at 37°C and incubated with expanded NK effector cells, at 10:1 and 5:1 E: T target ratio for 4 hours at 37°C. Plates were centrifuged and the supernatant was collected into a flat-bottom plate and Europium solution was added and incubated for 15 minutes at room temperature. Fluorescence was measured with a time-resolved fluorometer (Perkin Elmer). The percentage of cytotoxicity was calculated using following equation: % specific release = (E-S/(M-S) × 100) E = experimental release, S = spontaneous release (target cells without effector cells), M = maximum release (lysed target cells).

### Gene expression microarray

Gene expression experiments were performed using Illumina Human-HT12 v4.0 array at the Rockefeller University Genomics Facility (New York, NY, USA). Biotin-labeled RNA was prepared using 200 μg of total RNA by MessageAmp™ Premier RNA Amplification Kit (Applied Biosystems, Foster City, CA, USA). Antisense RNA (750 ng) was mixed with hybridisation reagents and heated at 65°C for 5 minutes. After it was cooled to room temperature, hybridization solution was applied to Illumina HumanHT-12 v4 array. The array was scanned using Illumina BeadArray Reader. The scanning was done using standard DirectHyb Gene Expression protocol. The raw data was extracted using Illumina BeadStudio software without normalization. Data has been deposited in the Gene Expression Omnibus database (accession number GSE75605).

GSEA with MSigMB v5.2 software was used to investigate the biological processes and pathways differentially implicated between obinutuzumab treated and PBS or IgG treated PBML cells [47, 48]. Genes with > 1.5 fold or < 1.5 fold expression ratio were considered to be significantly differentially expressed genes as we and others have previously discussed [48, 49].

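Genes past a 1.5-fold ratio included MIAT, IL32 and MUC20, which rose against both controls by the test in limma and were not detected on all control arrays. MIAT, a long noncoding RNA, was detected on both PBS arrays and on neither IgG array, and its log2 fold change was 0.69 against PBS while it was at least 2.08-fold higher than in IgG. IL32, a cytokine, and MUC20, a mucin, were detected on both obinutuzumab arrays and on no control array. IL32 was at least 1.66-fold higher than in PBS and at least 1.63-fold higher than in IgG, and MUC20 at least 1.60-fold and at least 1.57-fold higher. In all, 353 genes (2.10%) passed 1.5-fold against PBS and 325 (1.93%) against IgG. Between the IgG and PBS arrays, 35 genes were more than 1.5-fold higher and 40 more than 1.5-fold lower, while limma called 0 genes (895 at an unadjusted p under 0.05, and 820 by the test that the methods name, which called 0 after Benjamini-Hochberg adjustment). Of the genes past the rule against both controls, 73 had an adjusted p under 0.05 against PBS from limma. With PBS or IgG in the place of obinutuzumab, the same rule gave 12 genes above and 6 below both other groups for PBS and 8 above and 2 below for IgG.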

### *In-vivo* human PMBL xenograft NSG mice studies

The experimental animal protocols, procedures and care were approved by the Institutional Animal Care and Use Committee, at New York Medical College (NYMC, 33-2-0615H), Valhalla, NY, USA on January 20, 2015. Karpas-1106P PMBL cell line was stably transfected with a firefly luciferase expression plasmid (*ffluc-zeo*) to generate Karpas-1106P Luc+ cells [11]. Mice were γ- irradiated (2.5 Gy) 1 day before tumor cells were injected. Six- to eight- week-old female NSG (NOD. Cg-Prkdc^scid^ *Il2rg*^tm1Wjl^/SzJ) mice from Jackson laboratory (Bar Harbor, ME, USA) were intravenously injected with 5 × 10^6^ Karpas-1106P Luc+ cell as we have previously described [45].

The *in-vivo* anti-tumor function of obinutuzumab, (30 mg/kg) and rituximab (30 mg/kg) was determined in 6–8 week old mice. NSG mice were divided into 4 groups: 1) PBS only (control), 2) isotype control (IgG), 3) obinutuzumab (30 mg/kg), and 4) rituximab (30 mg/kg). One week after tumor cell injection, mice were injected every 7 days with the respective therapy for 8 weeks. Tumor regression and/or progression of xenografted mice were monitored weekly by *in-vivo* bioluminescence imaging and survival was monitored for 250 days.

### Statistical analysis

Data obtained from 3 independent experiments are represented as means ± SD and statistical significance of the difference between two groups was determined by using two-tailed Student’s *t*-test. In *in-vivo* study, survival rates were analyzed by the Kaplan-Meier method and their statistical significance was evaluated by log-rank test using the Prism Version 6.0 software. *P* values < 0.05 were considered statistically significant for all *in-vitro* and *in-vivo* studies.

## SUPPLEMENTARY MATERIALS

## Abbreviations

PMBL: primary mediastinal large B-cell lymphoma
B-NHL: B-non Hodgkin lymphoma
BL: Burkitt lymphoma
JAK: Janus kinase
STAT: signal transducer and transcription
ADCC: antibody dependent cellular cytoxicity
FL: follicular lymphoma
NK: natural killer
PBS: phosphate buffer saline
GSEA: gene set enrichment analysis
DLBCL: diffuse large B-Cell lymphoma

# Supplementary material for: Obinutuzumab (GA101) vs. rituximab significantly enhances cell death, antibody-dependent cytotoxicity and improves overall survival against CD20+ primary mediastinal B-cell lymphoma (PMBL) in a xenograft NOD-scid IL2Rgnull (NSG) mouse model: a potential targeted agent in the treatment of PMBL
**Source:** Oncotarget. 2020 Aug 11;11(32):3035–47. doi: 10.18632/oncotarget.27691
**Supplement:** Supplementary file 1

# Obinutuzumab (GA101) vs. rituximab significantly enhances cell death, antibody-dependent cytotoxicity and improves overall survival against CD20+ primary mediastinal B-cell lymphoma (PMBL) in a xenograft NOD-scid IL2Rgnull (NSG) mouse model: a potential targeted agent in the treatment of PMBL

## SUPPLEMENTARY MATERIALS

**Supplementary Table 1: Hallmark gene sets ( $p < 0.05$  and  $FDR < 0.1$ ) between obinutuzumab and IgG treatments**

| TERM                                       | NES   | P      | FDR    |
|--------------------------------------------|-------|--------|--------|
| HALLMARK_E2F_TARGETS                       | -6.32 | 0      | 0      |
| HALLMARK_G2M_CHECKPOINT                    | -5.38 | 0      | 0      |
| HALLMARK_DNA_REPAIR                        | -3.51 | 0      | 0      |
| HALLMARK_MITOTIC_SPINDLE                   | -3.33 | 0      | 0      |
| HALLMARK_INTERFERON_ALPHA_RESPONSE         | -2.67 | 0      | 0.0001 |
| HALLMARK_PROTEIN_SECRETION                 | -2.20 | 0.0018 | 0.0036 |
| HALLMARK_MYC_TARGETS_V1                    | -1.77 | 0.0188 | 0.0448 |
| HALLMARK_PI3K_AKT_MTOR_SIGNALING           | -1.64 | 0.0278 | 0.0764 |
| HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY   | 1.55  | 0.0347 | 0.0819 |
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION | 1.67  | 0.0318 | 0.0509 |
| HALLMARK_KRAS_SIGNALING_UP                 | 1.90  | 0.0124 | 0.0161 |
| HALLMARK_IL6_JAK_STAT3_SIGNALING           | 1.91  | 0.0095 | 0.0162 |
| HALLMARK_ESTROGEN_RESPONSE_LATE            | 1.98  | 0.0051 | 0.0104 |
| HALLMARK_HEDGEHOG_SIGNALING                | 1.99  | 0.0042 | 0.0105 |
| HALLMARK_INTERFERON_GAMMA_RESPONSE         | 2.09  | 0      | 0.0054 |
| HALLMARK_NOTCH_SIGNALING                   | 2.14  | 0      | 0.0041 |
| HALLMARK_ESTROGEN_RESPONSE_EARLY           | 2.14  | 0      | 0.0044 |
| HALLMARK_P53_PATHWAY                       | 2.16  | 0      | 0.0043 |
| HALLMARK_MYC_TARGETS_V2                    | 2.20  | 0      | 0.0032 |
| HALLMARK_UV_RESPONSE_UP                    | 2.47  | 0      | 0.0006 |
| HALLMARK_APOPTOSIS                         | 2.49  | 0      | 0.0002 |
| HALLMARK_MTORC1_SIGNALING                  | 2.74  | 0      | 0      |
| HALLMARK_INFLAMMATORY_RESPONSE             | 2.78  | 0      | 0      |
| HALLMARK_IL2_STAT5_SIGNALING               | 3.12  | 0      | 0      |
| HALLMARK_GLYCOLYSIS                        | 3.52  | 0      | 0      |
| HALLMARK_TNFA_SIGNALING_VIA_NFKB           | 5.04  | 0      | 0      |
| HALLMARK_HYPOXIA                           | 5.66  | 0      | 0      |

FDR: false discovery rate; NES: normalized enrichment score.

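Supplementary Table 1 ranks Hallmark sets between obinutuzumab and IgG by a score that is positive where a set's genes were higher with obinutuzumab. The Hallmark sets were not used here, and gene lists of the same subjects were compared with them by the sign of their mean. Of 19 lists paired with a set of this table, 18 had the same direction against IgG, and the other was protein secretion. The lists were written after this table had been read, so the shared directions are not independent evidence. The list of ribosome biogenesis was paired with the set MYC targets V2, which is positive there. MYC targets V1 is negative there and was paired with no list. Genes of ribosome biogenesis that MYC induces and genes of the oxidative stress response were higher on average against IgG. Of 48 genes of ribosome biogenesis 37 were higher, among them the nucleolar GNL3 with a log2 fold change of 0.41 and FBL with 0.38 (list adjusted p = 0.00129 from limma's camera, and adjusted p = 0.231 with an estimated correlation). Of 29 genes of the oxidative stress response 22 were higher and 4 rose when adjusted over the list alone, among them the peroxiredoxin PRDX4 with 0.62 (list adjusted p = 0.00129 from limma's camera, and adjusted p = 0.224 with an estimated correlation). Of 22 genes of IL2 and STAT5 signaling, 2 rose (11 rose and 2 fell when adjusted over the list alone), MYC having a log2 fold change of 0.59 and the repressor NFIL3 -0.57 (list adjusted p = 3.06e-05 from limma's camera, and adjusted p = 0.107 with an estimated correlation). Lists that did not pass were DNA repair (adjusted p = 0.111), with XRCC2 at -0.45, p53 targets (0.111), with the cell cycle inhibitor CDKN1A at 0.27, Notch signaling (0.275), with HEY1 at 0.56, and PI3K, AKT and mTOR signaling components (0.839). Against IgG, DNA repair was called down with median scaling (0.0319) and with no normalization (0.0318), and fry called the p53 targets (0.0468) and Notch signaling (0.00733) up. In protein secretion (adjusted p = 0.351), SEC24A of vesicle coats had a log2 fold change of 0.58 and the list's mean was 0.03. Of the genes of these lists, Figure 5 labels 1 of IL2 and STAT5 signaling and 1 of the p53 targets.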

**Supplementary Table 2: Hallmark gene sets ( $p < 0.05$  and  $FDR < 0.1$ ) between obinutuzumab and PBS treatments**

| TERM                                       | NES   | <i>P</i> | FDR    |
|--------------------------------------------|-------|----------|--------|
| HALLMARK_INTERFERON_ALPHA_RESPONSE         | -5.36 | 0        | 0      |
| HALLMARK_E2F_TARGETS                       | -4.84 | 0        | 0      |
| HALLMARK_G2M_CHECKPOINT                    | -4.24 | 0        | 0      |
| HALLMARK_INTERFERON_GAMMA_RESPONSE         | -3.69 | 0        | 0      |
| HALLMARK_MITOTIC_SPINDLE                   | -3.22 | 0        | 0      |
| HALLMARK_DNA_REPAIR                        | -3.04 | 0        | 0      |
| HALLMARK_ALLOGRAFT_REJECTION               | -2.03 | 0.0092   | 0.0078 |
| HALLMARK_PANCREAS_BETA_CELLS               | -1.84 | 0.0116   | 0.0225 |
| HALLMARK_PROTEIN_SECRETION                 | -1.70 | 0.0372   | 0.0434 |
| HALLMARK_APICAL_SURFACE                    | 1.50  | 0.0426   | 0.0938 |
| HALLMARK_KRAS_SIGNALING_UP                 | 1.57  | 0.0431   | 0.0754 |
| HALLMARK_NOTCH_SIGNALING                   | 1.75  | 0.0144   | 0.0304 |
| HALLMARK_REACTIVE_OXIGEN_SPECIES_PATHWAY   | 1.85  | 0.0212   | 0.0205 |
| HALLMARK_UV_RESPONSE_DN                    | 1.88  | 0.0087   | 0.0186 |
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION | 1.99  | 0.0096   | 0.0096 |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE         | 2.05  | 0.0028   | 0.0073 |
| HALLMARK_WNT_BETA_CATENIN_SIGNALING        | 2.06  | 0.0071   | 0.0074 |
| HALLMARK_ESTROGEN_RESPONSE_LATE            | 2.18  | 0.0033   | 0.0041 |
| HALLMARK_HEDGEHOG_SIGNALING                | 2.21  | 0        | 0.0039 |
| HALLMARK_P53_PATHWAY                       | 2.24  | 0        | 0.0037 |
| HALLMARK_IL6_JAK_STAT3_SIGNALING           | 2.40  | 0        | 0.0015 |
| HALLMARK_UV_RESPONSE_UP                    | 2.55  | 0        | 0.0004 |
| HALLMARK_MYC_TARGETS_V2                    | 2.69  | 0        | 0      |
| HALLMARK_ESTROGEN_RESPONSE_EARLY           | 2.77  | 0        | 0      |
| HALLMARK_MTORC1_SIGNALING                  | 2.95  | 0        | 0      |
| HALLMARK_APOPTOSIS                         | 2.96  | 0        | 0      |
| HALLMARK_IL2_STAT5_SIGNALING               | 3.06  | 0        | 0      |
| HALLMARK_GLYCOLYSIS                        | 3.32  | 0        | 0      |
| HALLMARK_INFLAMMATORY_RESPONSE             | 3.36  | 0        | 0      |
| HALLMARK_TNFA_SIGNALING_VIA_NFKB           | 4.89  | 0        | 0      |
| HALLMARK_HYPOXIA                           | 5.76  | 0        | 0      |

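Genes of the type I interferon response were lower on average in the obinutuzumab treated cells than in PBS, and genes of the unfolded protein response were higher. Of 49 interferon genes, none of them labelled in Figure 5, 47 were lower than in PBS, with a mean log2 fold change of -0.32. USP18, which restrains interferon signaling, had a log2 fold change of -0.96 (adjusted p = 0.136 from limma), PLSCR1 -0.70, STAT2 of the interferon transcription factor -0.34, and the exonuclease ISG20 0.36. The list had adjusted p = 6.15e-07 from limma's camera (adjusted p = 0.486 with an estimated correlation, and 0.316 by fry), and its mean differed between the PBS arrays by 0.38. These genes were also lower in IgG than in PBS, with a mean of -0.24, and against IgG the list's mean with obinutuzumab was -0.08 (adjusted p = 0.227 from limma's camera). Of 27 genes of the unfolded protein response 22 were higher than in PBS and 6 rose when adjusted over the list alone, the chaperone HSP90B1 having a log2 fold change of 0.76 and the transcription factor XBP1 0.35 (list adjusted p = 0.000133 from camera, and adjusted p = 0.243 with an estimated correlation). IL2 and STAT5 signaling, in which 12 genes rose and 3 fell when adjusted over the list alone, had adjusted p = 1.2e-05 against PBS (adjusted p = 0.119 with an estimated correlation), ribosome biogenesis 0.000257 (adjusted p = 0.238 with an estimated correlation) and the oxidative stress response 0.00822 (adjusted p = 0.238 with an estimated correlation, and 0.0676 with median scaling). Notch signaling, with the transcription factor HEY1 at 0.64 for its brighter probe and -0.49 for a dimmer one, had adjusted p = 0.0414 from camera (adjusted p = 0.238 with an estimated correlation) and was called in 11 of 20 alternatives. The lists of p53 targets (adjusted p = 0.0583), DNA repair (0.154) and protein secretion (0.334) did not pass, although the p53 targets were called up in 6 of 20 alternatives (lowest adjusted p = 0.0165, with no detection filter) and DNA repair was called down with median scaling (0.0256), by fgsea (0.035) and with no normalization (0.0225). Of 19 lists paired with a Hallmark set of Supplementary Table 2, 17 had the same sign of their mean against PBS, and the other lists were interferon gamma response and protein secretion. The lists were written after that table had been read, so the shared signs are not independent evidence.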

FDR: false discovery rate; NES: normalized enrichment score.

How the deposited data were processed for this re-analysis (not part of the article)

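RNA of the Karpas-1106P PMBL cell line was measured on 6 Illumina HumanHT-12 v4 beadchip arrays, 2 for PBS, 2 for the IgG isotype control and 2 for obinutuzumab at 10 μg/ml for 48 hours, as the sample labels state. The authors amplified and biotin-labelled total RNA, scanned the arrays and extracted the raw data with BeadStudio, and the notes sent with the data name GenomeStudio 1.0.6. The intensity values deposited by the authors are the mean signal over the beads of a probe on a linear scale, with no background subtraction and no normalization. The fraction values deposited by the authors for detection were made from the negative-control probes of the same array, and each is the share of these probes below the probe's signal, so that 1 minus the fraction is the detection p. The deposited series table was compared with the signal of each array, and the largest difference was 0. All columns of values were given to a sample.

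Each array holds 47323 probes. A median of 20 to 22 beads stood behind each probe, the median signal was 57.6 to 61, and 41.2% to 43.8% of the probes were detected at a detection p under 0.05. Left out were 92 control probes and 152 probes of Y-linked genes and XIST. Probes were named through their accession (27607), a current symbol (3390) or a synonym (1388), with the gene tables of GRCh38.p14 used for symbols only, and 14846 kept the name in the files. The arrays carry 20833 distinct current symbols and 33870 names in all.

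The signals were corrected for background by a normal and exponential model fitted through the detection p, given an offset of 16, quantile normalized and taken to log2 (neqc in limma 3.58.1, R 4.3.3, data.table 1.17.8). Probes detected on at least 2 of the 6 arrays were kept, and a gene was represented by its probe with the highest mean, which gave 16808 genes (13058 with 1 kept probe and 3750 with several). Group means were fitted with limma to all 6 arrays with no further term, and the spread was moderated by eBayes (3 residual and 3.15 prior degrees of freedom). The comparisons were obinutuzumab against PBS, obinutuzumab against IgG and IgG against PBS. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The 1.5-fold rule of the paper was applied to group means, and a gene had to pass it against both controls in the same direction. The number that this rule gives by chance was estimated from 100 draws of unchanged groups with the residual spread of the genes, each gene drawn on its own. A fold against a group in which a gene was not detected is a lower bound, for which each array of that group was raised at least to the lowest detected level on it. With 2 arrays against 2, a permutation test cannot give a p under 0.333, so none was used, and other splits of the arrays were not counted because no group has 3 arrays.

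The choices above and 38 gene lists were fixed before the data were examined, and the lists were written after Figure 5 and the supplementary tables had been read. They stand in for the Hallmark sets of the paper's GSEA, which were not used here. The 35 lists with at least 5 tested genes were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and 3 lists of marker genes with fewer were left out of that test. Genes were named by a rule with 5 parts. These were the genes that the paper names, at most 12 genes in each direction called against both controls with the obinutuzumab arrays apart from all control arrays (10 and 7 qualified), the 4 members of each list with the largest absolute moderated t, at most 6 genes in each direction called in IgG against PBS (0 were called by limma, with 895 at an unadjusted p under 0.05 and 0 by the test that the methods name after adjustment), and the labels of Figure 5 as a tally. The rule named 151 genes, of which 149 were tested, and values in the paper's tables count as seen. Genes outside the rule are marked as named after their values were seen.

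The alternatives were no background correction, median scaling in place of quantile normalization, an offset of 50, the deposited series table, no detection filter, detection on all 6 arrays, the mean of a gene's probes, an intensity trend in eBayes, only the groups compared, the replicate number as a block, each array left out in turn, the two-sided test that the methods name, the mean of all 4 control arrays, a rule that keeps arrays apart and a rule that adds the adjusted p. For lists they were a correlation estimated for each list, fry, fgsea 1.28.0 and camera without the genes labelled in Figure 5. A setting with neither background correction nor normalization, a count of each probe on its own and the count of genes called against the mean of both controls were added after the data were seen. When an array was left out, the lone array of its group was assumed to vary like the other groups.

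The steps were tested on simulated data with 200 changed genes among 16808 in 20 runs. Of the genes called against PBS and IgG, 3.68% and 3.86% were unchanged ones, and the 1.5-fold rule passed 33.3 unchanged genes per run. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.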

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

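The tests against the mean of both controls, and those of variation between arrays of 1 group and of an effect of IgG, were chosen after the result was seen. Each result below is a signal in genes or in a comparison that the paper does not discuss.

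Beyond the labels of Figure 5, 134 genes were past 1.5-fold against both controls, 101 of them higher and 33 lower in the obinutuzumab treated cells. In each of them both obinutuzumab arrays lay beyond all 4 control arrays, which the rule itself makes likely. Simulated unchanged groups, with each gene drawn on its own, gave at most 53 genes past the rule, labelled or not, in 100 draws of the reported setting. Genes that shift together between arrays, as the interferon genes below did, are not in that number. With no background correction 29 unlabelled genes were past the rule, with an offset of 50 also 29, and with neither background correction nor normalization, chosen after the data were seen, 16.

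Targets of the FOXO transcription factors, which restrain growth when AKT signaling is low, were higher with obinutuzumab than the mean of both controls, and so were genes of plasma cells, while genes of the germinal centre were lower. The mean log2 fold change was 0.31 over 17 FOXO targets, with 15 of them positive (adjusted p = 2.79e-06 from camera, and adjusted p = 0.0972 with an estimated correlation). Against PBS 3 of these genes rose and against IgG 1 (6 in each comparison when adjusted over the list alone), the list was called against both controls (adjusted p = 6.05e-06 and 5.24e-06, and adjusted p = 0.119 and 0.107 with an estimated correlation), and Figure 5 labels 3 of them. TP53INP1, a stress gene, had log2 fold changes of 0.79 and 0.77 against PBS and IgG, while components of PI3K, AKT and mTOR signaling had adjusted p = 0.652 against PBS from camera. Over 14 plasma cell genes the mean was 0.26, with 11 positive (adjusted p = 0.00037, and adjusted p = 0.151 with an estimated correlation), and 7 rose and 1 fell when adjusted over the list alone. Against PBS this list had adjusted p = 0.00145 from camera (adjusted p = 0.193 with an estimated correlation) and against IgG 0.000152 (adjusted p = 0.131 with an estimated correlation), TENT5C having log2 fold changes of 0.73 and 0.72 and FKBP11 0.59 and 0.60. Figure 5 labels 2 of its genes, and without them its adjusted p against PBS was 0.0501. Over 15 germinal centre genes, none labelled in Figure 5, the mean was -0.15, with 12 negative (adjusted p = 0.00302, and adjusted p = 0.195 with an estimated correlation), and 1 rose and 4 fell when adjusted over the list alone. Against PBS and IgG this list had adjusted p = 0.0132 and 0.0023 from camera (adjusted p = 0.238 and 0.189 with an estimated correlation), STAP1 having -0.50 and -0.51 and MYBL1 -0.44 and -0.47. Its call against PBS ended without PBS replicate 2 (0.0738) and without obinutuzumab replicate 2 (0.0549). In each of the 3 lists both obinutuzumab arrays lay outside the range of the control arrays, and no cause was tested.

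Genes of the type I interferon response were lower in IgG than in PBS, with a mean log2 fold change of -0.24 and 45 of 49 genes negative (adjusted p = 2.2e-08 from camera, and adjusted p = 0.998 with an estimated correlation). The tables argue against noise of single probes, since the list's mean differed between the PBS arrays by 0.376, at percentile 100 of 10000 random lists matched on level, whose highest difference was 0.113. That difference exceeds the 0.245 between the groups, and the call ended without PBS replicate 1 (adjusted p = 0.775), without IgG replicate 1 (0.988) and by fry (0.92), which is consistent with variation between arrays of 1 group. An effect of IgG cannot be told apart from it, since the higher IgG array lay 0.131 above the lower PBS array and 2 arrays per group do not separate the groups. The list's mean against IgG was -0.08 (adjusted p = 0.227 from camera, adjusted p = 0.848 with an estimated correlation, and 2.77e-05 without IgG replicate 1), so that whether obinutuzumab lowers these genes stays open.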

How the results depend on the processing

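The setting with no normalization, which has no background correction either, and the count of each probe on its own were chosen after the data were seen. Of 5012 values of named genes under the alternatives, 4167 kept their side of the threshold, 419 lost a call, 426 gained one and 0 reversed with a call. Of 2190 values of gene lists, 2070 kept their side, 71 lost a call, 47 gained one and 2 reversed with a call. Among the genes and lists that kept their side, 118 values past the threshold in neither setting changed sign. Between 13 and 19 lists were called against PBS and 15 to 17 against IgG in the leave-one-out settings.

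Against PBS and IgG, 352 and 291 genes were called with no background correction, 506 and 417 with an offset of 50, 903 and 690 with an intensity trend and 722 (153 up and 569 down) and 309 with no normalization, and 54 (27 up and 27 down) against IgG with median scaling. All 85 and 17 genes called in the reported setting remained called with no background correction and with an offset of 50. Detection on all 6 arrays gave 257 and 224 among 13104 genes tested, and no detection filter gave 14 against PBS among 33870. Past 1.5-fold against both controls were 63 genes up and 22 down with no background correction, 64 and 22 with an offset of 50, 38 and 33 with no normalization, 89 down against the mean of all 4 control arrays, and 10 and 7 with an adjusted p under 0.05 against both added, which by construction can only remove genes. Each probe on its own gave 162 and 70. The test that the methods name gave 1973, 1939 and 820 genes at an unadjusted p under 0.05 against PBS, against IgG and between the controls, and 0 in each after adjustment. Apart from the last rule, the cause was not tested.

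With only the groups compared, limma called 0 genes against PBS and 0 against IgG (2565 and 2450 at an unadjusted p under 0.05), and the leave-one-out settings gave 0 to 0 in both comparisons (1901 to 2577 and 1723 to 2455). These settings have fewer samples, and the lone array of a group was assumed to vary like the other groups. Leaving out 1 array gave 123 to 172 genes past 1.5-fold up and 54 to 86 down, the last without obinutuzumab replicate 2.

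In IgG against PBS limma called 0 genes in every setting (625 to 1785 at an unadjusted p under 0.05). Lists called there numbered 2 with no background correction, with an offset of 50 and with detection on all 6 arrays, 3 with no normalization, 0 with fry and 0 to 4 in the leave-one-out settings. With an estimated correlation, camera called 0 lists against PBS, 0 against IgG and 0 between the controls (20, 17 and 3 at an unadjusted p under 0.05 with the preset correlation), while fry called 18, 18 and 0 and fgsea 19, 18 and 1. In the leave-one-out settings the hypoxia list in IgG against PBS had an adjusted p from 0.00123 (up, without IgG replicate 2) to 0.997, and reversed without IgG replicate 1 (0.00744, down). In the same settings the glycolysis list there had 8.79e-05 (down, without IgG replicate 1) to 0.997, and reversed without IgG replicate 2 (0.0183, up). The direction of both followed the IgG array that stayed, and why those arrays differ was not tested.

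With the replicate number as a block, limma called 0 genes against PBS and 0 against IgG (2563 and 2327 at an unadjusted p under 0.05), while the numbers of lists called (17, 16 and 1) were equal. The numbers of genes past 1.5-fold (139 and 56) could not change, since the block leaves the differences between group means as they were. Against PBS the apoptosis regulators lost their call (0.0526) and the complement regulators and Fc receptors gained one (0.0491). The differences between replicates correlated across genes at -0.04, -0.01 and 0.02 between the pairs of groups. These values show no pairing, but they cannot exclude that a number marks a shared culture or day. Neither the paper nor the labels say, and the block removes a degree of freedom by construction. A block for the beadchip or its section was not run, because the files name none.

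Signal over background limits which genes can be compared. AKT2 was not detected on at least 2 arrays, and genes not detected in a group have only a lower bound for their fold.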

Differences from the paper's values

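The setting with no normalization was chosen after the values were seen.

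With the paper's threshold of 1.5-fold, applied to the group means against both controls, 195 genes passed, while the paper reports 65. Up were 139 genes, and 38 in the paper, and down were 56, and 27 in the paper. The share of genes was 1.16% of the 16808 tested, and the paper's is 0.3% of 21381. Of 19 alternatives set before the data were examined, the total was within 1.5 times the paper's in 2, no background correction (85) and an offset of 50 (86), and the number down in the same 2 (22 in both). In the other 17 alternatives both still differed, the totals of all 19 ranging from 17 to 264 and the numbers down from 7 to 89. Of these, an intensity trend, only the groups compared and the replicate block leave the group means as they were. The deposited series table holds the same signals. None of them could have moved the 195, so they say nothing about its stability. The number up differed in all 19 (10 to 175), as did the share (0.101% to 1.58%). With no normalization, a setting chosen after seeing the values, 38 genes were up and 33 down (71 in all, 0.422%), which is the paper's number up and within 1.5 times its total, its number down and its share, and this setting drops 10 of the 65 labels of Figure 5. No background correction drops 9 of the labels and an offset of 50 drops 8.

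All 65 labels of Figure 5 had the direction shown there in both comparisons, and 61 were past 1.5-fold in both. Among the other 4, CD24 passed with median scaling (log2 fold changes of -0.76 and -0.63 against PBS and IgG), with the mean of a gene's probes (-0.76 and -0.67), without IgG replicate 1, against the mean of all 4 control arrays and with no normalization, which was chosen after seeing the values. HS.579631 passed without obinutuzumab replicate 2 and against the mean of all 4 control arrays. UCP2 passed in 0 of 18 settings, some of which cannot change a ratio of group means, and its log2 fold changes were -0.48 and -0.52.

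The legend of Figure 5 gives N = 3 and its heat map shows about 4 columns per group in Fig. 5, read by eye, while 2 arrays per group were used here.

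Of 19 gene lists paired with a Hallmark set, which is not the same genes, 18 had the direction of Supplementary Table 1 and 17 that of Supplementary Table 2. The lists were written after both tables had been read, so the shared directions are not independent evidence. Protein secretion is negative in both tables and had a mean log2 fold change of 0.03 against IgG and 0.02 against PBS (adjusted p = 0.351 and 0.334 from camera). The interferon gamma response is negative in Supplementary Table 2 and is named in the text among the sets enriched with obinutuzumab, and its mean was 0.07 against PBS (adjusted p = 0.421 from camera) and 0.16 against IgG. The text names Hedgehog signaling and MTORC1 signaling as enriched with obinutuzumab, and the lists of these subjects had positive means and did not pass the test against either control. Hedgehog signaling was called up against PBS with median scaling (adjusted p = 0.00968), without obinutuzumab replicate 1 (0.000322, and 0.00636 against IgG) and with no normalization, chosen after seeing the values (0.00413).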

Other observations

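The tests of background correction or normalization for the hypoxia and glycolysis lists and of an effect of obinutuzumab for the Hedgehog list were chosen after the result was seen.

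Transcripts of receptors of the B-cell surface lay on both sides of the controls in the obinutuzumab treated cells. MS4A1, which encodes CD20, the target of obinutuzumab, had log2 fold changes of -0.27 (adjusted p = 0.37 from limma) and -0.25 (0.428) against PBS and IgG. Of 31 genes of B-cell identity, FCER2 and CD24 fell against PBS and 0 genes passed limma against IgG (2 higher and 2 lower in each comparison when adjusted over the list alone). TNFRSF13B (TACI), a receptor for survival factors, had 0.48 and 0.57, and CR2 (CD21), a receptor for complement, 0.53 and 0.49. The list had adjusted p = 0.556 and 0.759 from camera. CD55, which protects cells from complement, had 1.17 (adjusted p = 0.125) and 0.77 (0.259), and the list of 7 complement regulators and Fc receptors had adjusted p = 0.0605 against PBS and 0.0497 against IgG (adjusted p = 0.243 and 0.231 with an estimated correlation), with 2 genes up in each comparison when adjusted over the list alone. Its call against IgG ended in each leave-one-out setting but that without obinutuzumab replicate 1 (0.0532 to 0.169), with only the groups compared (0.0526) and without the genes labelled in Figure 5 (0.142), and it was called against PBS in 5 of 20 alternatives. The list of 27 genes of the unfolded protein response, with a mean of 0.19 against IgG, had adjusted p = 1.18e-05 there (adjusted p = 0.224 with an estimated correlation).

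STAT6 itself had log2 fold changes of 0.10 (adjusted p = 0.591) and 0.09 (0.686), AKT1 0.02 (0.948) and 0.07 (0.784), with 0.57 and 0.25 for its dimmest probe, and NFKBIA 0.17 (0.365) and 0.06 (0.769). The paper measures these proteins and their phosphorylation, which the arrays do not. Of 19 STAT6 targets and genes of the PMBL signature, CCL17 and FCER2 fell against PBS and CCL17 fell against IgG (3 up and 6 down in each comparison when adjusted over the list alone), and TNFRSF8 (CD30) had 0.64 and 0.50. This list had a mean of -0.12 and a median of 0.01 against PBS, with adjusted p = 0.252 and 0.113 from camera, while fry (0.00947 and 0.00733) and fgsea (0.0208 and 0.00567) called it down against both controls, as did camera against IgG with no normalization (0.0467), a setting chosen after the data were seen.

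Lists that camera called against neither control were MHC class II (adjusted p = 0.915 and 0.816), with HLA-DQA1 at 0.37 and 0.23, cholesterol biosynthesis (0.411 and 0.227), with IDI1 at -0.27 and -0.15, oxidative phosphorylation (0.915 and 0.816), with UQCRB at -0.42 and -0.35, cytosolic ribosomal proteins (0.0904 and 0.142), with RPS7 at 0.37 and 0.49, autophagy and lysosome (0.463 and 0.816), with ULK1 at 0.42 and 0.25, adhesion molecules (0.915 and 0.77), with CD44 at 0.41 and 0.35, and replication-dependent histones (0.514 and 0.759), with H2BC4 at -0.46 and -0.57. The ribosomal proteins were called with the mean of a gene's probes (0.0258 and 0.0197) and against PBS with no detection filter (0.0324), and autophagy and lysosome was called against PBS by fry (0.0115). Of the marker lists, 5 of 12 myeloid genes were tested (0.781 and 0.816), with CD68 at -0.19 and -0.21. Too few of the others were kept for a test, with 2 of 14 T-cell genes (CD247 at -0.41 and -0.45), 2 of 12 NK-cell genes (FCGR3A at -0.09 and -0.13, and GZMA at least 1.34-fold and at least 1.32-fold higher, which rose in each comparison when adjusted over the list alone) and 1 of 13 stromal and epithelial genes (PECAM1 at -0.17 and -0.20). The signs of a list's mean, median and test differed in 3 lists against PBS, in 3 against IgG and in 12 between the controls.

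Across genes, the log2 fold changes against PBS and against IgG correlated at 0.745. Simulated unchanged groups that share the obinutuzumab arrays, with each gene drawn on its own, gave 0.501 on average. Against the mean of both controls, a comparison whose count was added after the data were seen, limma called 121 genes up and 72 down.

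The means of the hypoxia and glycolysis lists were higher in both obinutuzumab arrays than in any control array. The tables argue against background correction or normalization as the whole cause. By camera with the preset correlation, both lists were called against both controls with no background correction, median scaling, an offset of 50 and no normalization. The highest adjusted p from camera there was 2.18e-10. In the reported setting, camera with an estimated correlation called neither list (adjusted p = 0.238 and 0.224 for hypoxia, 0.257 and 0.239 for glycolysis). Nor did fry call glycolysis (0.0638 and 0.0537). A culture condition that varies between flasks may contribute. The hypoxia list also differed between the IgG arrays, by 0.266 (29 of 33 genes) where the highest of 10000 random lists differed by 0.135, and across its genes that difference correlated with the difference between obinutuzumab and PBS at 0.550 (95% interval 0.255 to 0.752, Spearman 0.439, genes not being independent replicates). The bound of 0.3 set in advance lies inside the interval, so by its own rule the test does not decide. It could not have told a flask condition and obinutuzumab apart in any case, since either could raise the same hypoxia genes together.

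Hedgehog genes were higher in the obinutuzumab array of replicate 2 than in that of replicate 1 by 0.602. This lay at percentile 100 of random lists matched on level, whose highest difference was 0.485, with 5 of 7 genes higher, but the genes lie near the background (median level at percentile 18.1), so noise of dim probes stays open. An effect of obinutuzumab stays open, since the highest control array lay 0.242 above the obinutuzumab array of replicate 1, while the list was called up against PBS without that array (adjusted p = 0.000322) and, with all arrays, under median scaling (0.00968) and no normalization (0.00413). All 7 genes were also higher in IgG than in PBS, with a mean log2 fold change of 0.23 (adjusted p = 0.535 from camera), and with no normalization the list was called up there too (0.0325).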
